A study of Mus musculus with 8 samples.

How the data were processed

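RNA was measured in 8 libraries of germ cells sorted by fluorescence from mouse testes at 6 days after birth, 4 from controls and 4 from Kdm1a knockouts. Per the labels' protocols, testes were digested with collagenase and trypsin, Oct4-GFP positive cells were collected on a laser sorter, and stranded mRNA libraries were made with a TruSeq kit. The labels name the libraries by group, replicate and an identifier that differs for each library. They do not state that the libraries came from separate animals. The p-values therefore measure only the spread between these samples, which may be technical.

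The authors deposited a table of FPKM, fragments per kilobase of transcript scaled to library size, with 45550 transcript entries and a column for each library. Per the submitters' processing notes, TopHat, Bowtie, Cufflinks and Cuffdiff were used with the mm10 build; their versions, the annotation release and any filter on transcripts are not given in the sources used here. FPKM are estimates and not counts, so no count model was applied. FPKM divide by a library-wide total, so a few abundant RNAs or a wide change in expression can shift every other gene.

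Transcript values were summed to 17589 genes by gene identifier. The design fixed before the data were examined had assumed a single entry per gene and had set a rule for symbols on several entries. The table turned out to hold transcripts, so the sums were used, and a fit of single transcript entries was added as an alternative. Positions, gene types, lengths and GC content came from GENCODE M21 on GRCm38, the same build as mm10, in which 44291 of the transcripts and 17257 of the genes were found. No mitochondrially encoded gene was among the values analysed here. Cufflinks divides fragments among transcripts that share sequence, so values of multigene families such as Rhox, Magea and Hspa1, and of gene pairs that overlap, are uncertain for single members.

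Sequencing depth was not stated. In 2653 genes with a single transcript longer than 600 bases, low FPKM were close to whole multiples of what a single fragment is worth, and the depth that gave the most whole values was taken for each library. It was 62250000, 63500000, 67250000 and 60750000 fragments in control replicates 1 to 4, and 63000000, 45150000, 59000000 and 48250000 in knockout replicates 1 to 4. Among genes of up to 20 fragments, 72.5% to 80.9% of values lay within 0.1 fragment of a whole number, against 20% by chance. This was used to describe depth only.

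Genes with a mean of at least 1 FPKM over the 8 libraries were tested on log2(FPKM + 1), with a pseudocount of 1, by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend). Only the group entered the model, tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Log2 changes are on the log2(FPKM + 1) scale, knockout minus control, which understates the change of low genes, while folds are ratios of mean FPKM. Values are means ± SD with n = 4 per group.

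The main test, samples, gene lists, rule for named genes and most alternatives were chosen before the data were examined. There were 32 lists of stages of spermatogenesis, other testis cell types, chromatin, metabolism, proliferation and signalling. Lists with at least 5 tested members, 27 in all, were compared with the other genes by camera in limma with a preset correlation of 0.01 between genes and adjusted over the lists. Counts of members were made over all genes tested and also adjusted over the list alone. Somatic cell markers were compared as each library's mean log2(FPKM + 1) by an exact two-sided permutation test over 70 assignments, whose smallest p is 0.0286, adjusted over 6 lists.

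Named genes were Kdm1a and Pou5f1; the 12 largest rises and 12 largest falls among called genes whose groups did not overlap and whose higher mean was at least 5 FPKM, without numbered gene models, small RNAs and pseudogenes; up to 4 called members of each list by adjusted p, or the members of smallest p up to 2; and the called members of the list of KDM1A partners. Mir5105, Id4, Gfra1, Kit, Stra8, genes listed at 0, Alas2, Hbb-b1, Trf, Clu, the Y-linked genes and members of symbol families fall outside the rule and were named after their values were seen. The values of 1 gene that the rule names are not reported here.

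Alternatives covered the pseudocount, the filter on low values, scaling, small RNAs, the limma settings, the replicate number as a block, a correction for gene length and GC content, each library left out, other thresholds and other list tests. Scaling to equal totals set the FPKM sum of every library to the same value, and median-ratio scaling divided each library by its median ratio to the geometric mean over libraries. The fit of transcript entries, protein-coding genes alone, values of 0 treated as missing, and lists without X-linked genes or without genes with such a 0 were added after seeing the data. A result was counted as reversed only where a value called in either of the fits compared changed sign.

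A value of 0 can be a failed estimate in this table. For example, 11 genes with a mean of at least 10 FPKM in their other libraries were listed at 0 in some. They include Chd4, Acin1 and Hspa14. Such genes are given as values per library. The 11 leave out entries such as Gm22001 and Mir5133, also listed at 0 in some libraries. In the fit with 0 treated as missing, 131 values were set to missing. The fit was tested on simulated data with 13483 genes and changes added to 200 of them. It recovered 92% of changes of 1 in either direction, 40% of 0.5 and 100% of 2 on the log2 scale, and 2.99% of its calls were false. The list test recovered 3 of 3 shifted lists and called 0 of 27 others. This gives no rate of false calls for lists whose genes vary together, such as oxidative phosphorylation, with an estimated correlation of 0.82. Figures were drawn with matplotlib 3.10.9.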

Results

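The data address how loss of KDM1A alters gene expression in spermatogonia, the male germ cells that either renew the stem cell pool or move towards meiosis. KDM1A, also called LSD1, is a demethylase of lysine 4 on histone H3 and works in complexes with RCOR proteins and histone deacetylases. Germ cells of C57BL/6 mice with an Oct4-driven GFP reporter, active in primitive spermatogonia, were sorted at 6 days after birth, giving 4 control and 4 knockout libraries. Depth, inferred from the steps between low FPKM, was 60750000 to 67250000 fragments in the controls and 45150000 to 63000000 in the knockouts.

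The libraries separated by group. Pearson correlations of log2(FPKM + 1) were 0.967 to 0.981 within the controls, 0.949 to 0.982 within the knockouts and 0.910 to 0.948 between them. The first principal component held 50.1% of the variance and parted the groups, while knockout replicate 2 stood apart on the second, at -35.0, which held 18.4%. That library had 1642 transcripts listed at 0, against 506 to 734 in the others. The microRNA gene Mir5105 took 61.3% to 77.1% of the FPKM total in the controls and 29.4% to 52.7% in the knockouts.

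**Figure D1:**
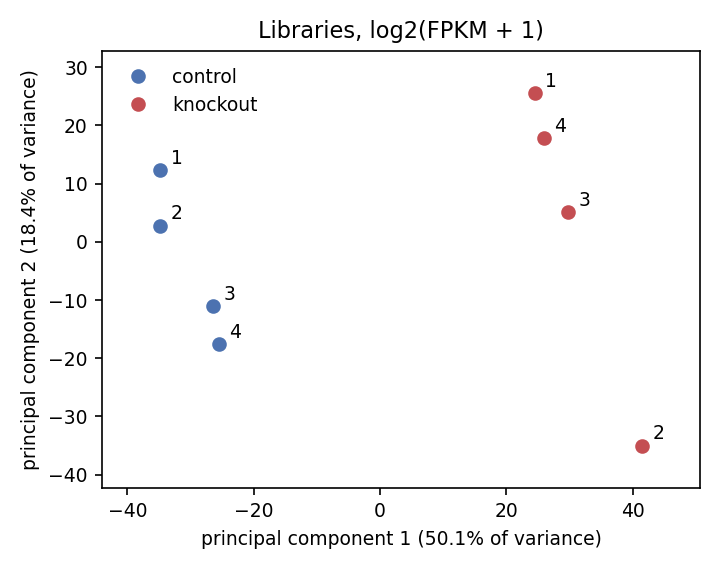
Principal components 1 and 2 of log2(FPKM + 1), each point a library marked with its replicate number. The controls lie between -34.8 and -25.6 on component 1 and the knockouts between 24.5 and 41.5, with knockout replicate 2 at -35.0 on component 2.

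Kdm1a itself fell in the knockout. Its FPKM was 53.7, 54.0, 92.0 and 48.1 in control replicates 1 to 4, and 14.2, 14.1, 17.3 and 14.9 in knockout replicates 1 to 4. The means were 61.9 ± 20.2 and 15.1 ± 1.49, which was 4.10-fold lower (log2 change -1.92, SE 0.18, adjusted p = 6.88e-05). The gene (ENSMUSG00000036940) lies on the minus strand of chromosome 4 from 136550540 to 136602723 in mm10. The 4 protein-coding transcripts together went from 53.5 ± 20.4 to 7.10 ± 0.768 FPKM, 13.3% of control, while the 4 retained-intron transcripts summed to 8.39 ± 1.16 and 8.02 ± 1.58. No test was run on the transcript classes, and which exons were deleted is not given in the sources used here. Pou5f1, the gene for OCT4 whose regulatory sequences drive the reporter, was at 60.5 ± 17.1 and 47.4 ± 7.66 FPKM and was not called (adjusted p = 0.282), but without control replicate 1 it was (log2 change -0.52, adjusted p = 0.0244).

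**Figure D2:**
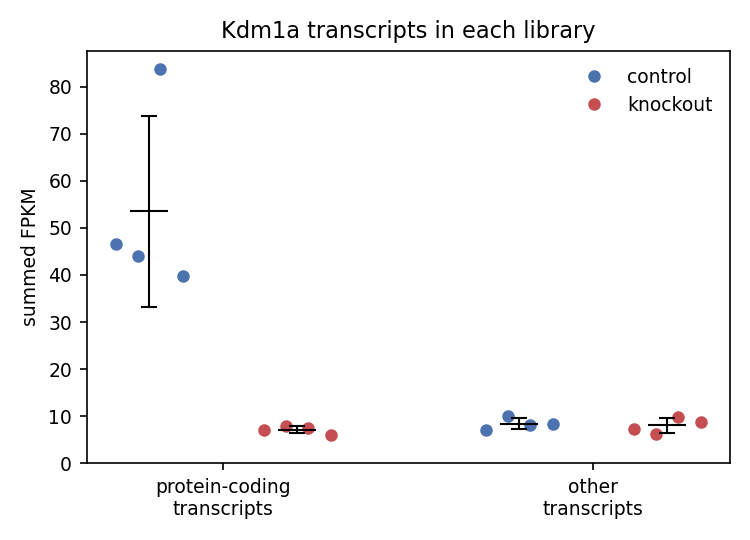
Summed FPKM of the protein-coding and the other transcripts of Kdm1a in each library, with points for libraries, horizontal marks for means and bars for SD (n = 4 per group). Protein-coding transcripts averaged 53.5 in the controls and 7.10 in the knockouts, and the others 8.39 and 8.02.

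Of 13483 genes tested, 3417 rose, 1635 fell and 8431 were not called. Rises of at least 1 on the log2 scale numbered 615 and falls of that size 155, and the median size of a called change was 0.56. In 5209 genes, 38.6% of those tested, the 4 knockout values all lay on the same side of the 4 control values, against 2.86% by chance. The balance of rises and falls depended on scaling. Removal of small RNAs took out 47 genes but left in some very high entries, such as Gm22001, at 79928 FPKM in knockout replicate 2. Rises and falls numbered 2633 and 2448 after median-ratio scaling, 2655 and 2648 after quantile normalization, 1785 and 2427 with small RNAs removed and libraries rescaled, and 9551 and 152 with the FPKM of each library scaled to an equal total, of which Mir5105 took the shares given above. The median log2 change of all genes was 0.09 as deposited, -0.11 with small RNAs removed and 0.72 with equal totals, so the medians of the called lists are also given relative to all genes.

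Among genes that the naming rule admits, the largest log2 change was that of Fabp9, a fatty acid-binding protein of male germ cells, which rose from 1.89 ± 0.364 to 39.2 ± 6.50 FPKM (20.7-fold, log2 change 3.79, adjusted p = 2.45e-06). Plac8 rose 20.8-fold, from 1.42 ± 0.5 to 29.5 ± 7.41 (adjusted p = 4.8e-06), and Msrb2, a methionine sulfoxide reductase, 14.5-fold. X-linked genes among the 12 largest rises were Esx1, a homeobox gene, from 5.87 ± 1.87 to 58.5 ± 18.5, Magea4, of the cancer-testis antigen family, from 1.33 ± 0.0749 to 12.5 ± 1.78, the actin-binding Tmsb4x, and Xist, the noncoding RNA of X inactivation. Xist rose 12.4-fold, from 0.709 ± 0.201 to 8.83 ± 1.66 FPKM (adjusted p = 6.69e-06). Zfp57, a zinc finger protein that protects methylation at imprinted genes, rose 7.69-fold to 15.2 ± 0.685. Cpn1, Gng2, Krt18 and Raet1d rose 8.13-fold to 12.8-fold.

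Neurog3, a transcription factor of progenitor spermatogonia, had the largest fall among genes that the rule admits, from 9.78 ± 2.79 to 0.351 ± 0.114 FPKM (27.9-fold lower, log2 change -2.97, adjusted p = 6.77e-06). Clic6, a chloride channel protein, fell 7.43-fold, from 19.8 ± 2.81 to 2.67 ± 0.406. Other large falls were in single genes of varied function: Grik3, a kainate receptor subunit, was 12-fold lower, Chrna4, a nicotinic receptor subunit, 9.68-fold lower, and Gjb2, a gap junction protein, 18.9-fold lower. Plvap, Rin2, B4galt1, Fgd5 and Kif26a fell 4.31-fold to 7.43-fold. H2-Q2 fell 6.34-fold, but belongs to a family of near-identical class I genes, so its value is uncertain.

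**Figure D3:**
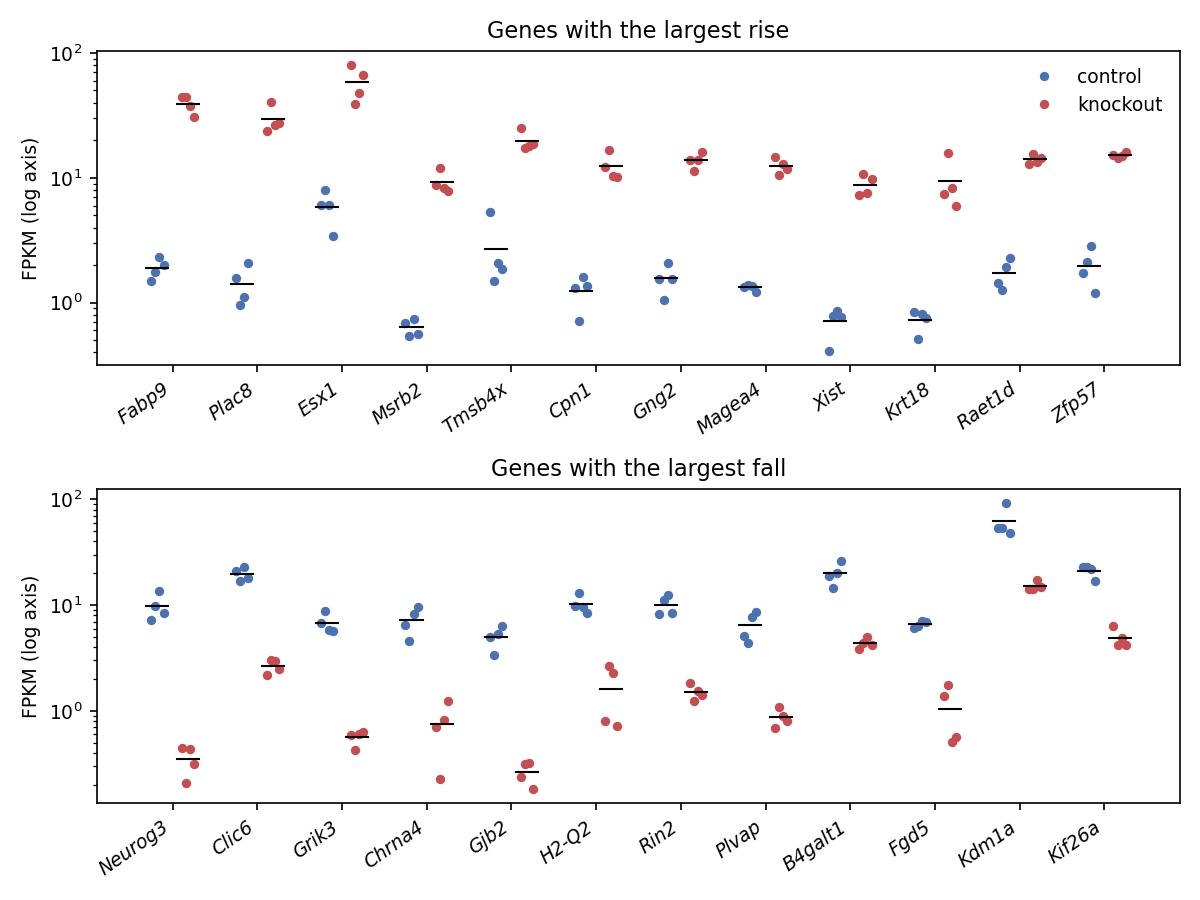
FPKM on a log axis of the 12 genes with the largest rise and the 12 with the largest fall, each point a library and each line the mean of 4. Fabp9 goes from a mean of 1.89 in the controls to 39.2 in the knockouts, and Neurog3 from 9.78 to 0.351.

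Genes of undifferentiated spermatogonia fell more often than they rose, except with equal totals, where 3 rose and 1 fell in the progenitor list and 10 and 2 in the stem cell list. In the progenitor list, 7 of 13 tested genes fell, 1 rose and 5 were not called, and the counts were the same when adjusted over the list alone. Besides Neurog3, Lin28a, an RNA-binding protein, fell from 74.3 ± 6.61 to 36.2 ± 1.99 FPKM (adjusted p = 3.08e-05) and Ddit4, an inhibitor of mTORC1, from 21.6 ± 3.49 to 9.98 ± 1.90. With equal totals Lin28a and Ddit4 lost their calls (log2 change -0.30 and -0.37, adjusted p = 0.264 and 0.184). The rising member was Magea4. The list differed from other genes by camera (adjusted p = 0.00320), but not with an estimated correlation (adjusted p = 0.231 with an estimated correlation). Of 25 stem cell genes, 11 fell, 5 rose and 9 were not called, with the same counts adjusted over the list alone. Zbtb16, a transcription factor needed for stem cell maintenance, fell from 61.2 ± 7.62 to 22.3 ± 7.21 (adjusted p = 0.000890) and Glis3 from 35.4 ± 3.56 to 18.6 ± 2.81, while Tspan8 rose 3.21-fold and Bcl6b 1.79-fold. With equal totals Glis3 lost its call (log2 change -0.20, adjusted p = 0.460). The camera test of the stem cell list gave adjusted p = 0.0303, and adjusted p = 0.689 with an estimated correlation. Without control replicate 4 the stem cell list was not called (adjusted p = 0.0912), nor after median-ratio scaling (adjusted p = 0.0717). With equal totals the medians of the progenitor and stem cell lists were 0.29 and 0.36, which lay 0.44 and 0.37 under the median of all genes.

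Differentiating genes as a list were not called (adjusted p = 0.693): 3 of 13 rose, 0 fell and 10 were not called, with the same counts adjusted over the list alone, though 3 rose and 3 fell after median-ratio scaling and 10 and 0 with equal totals. The risers were Rhox13, from 18.2 ± 0.683 to 63.0 ± 8.90 FPKM, Sohlh2, a transcription factor of spermatogonial differentiation, from 52.9 ± 5.01 to 101.5 ± 14.7, and Prss50. The median of this list was -0.08 and its mean 0.14, so the signs differed. Some well-known markers, named after their values were seen, were not called: Id4 at 20.8 ± 7.14 and 21.6 ± 4.73, Gfra1 at 34.6 ± 10.3 and 28.7 ± 8.47, Kit at 45.9 ± 16.4 and 26.7 ± 7.68 (adjusted p = 0.0710), and Stra8 at 61.8 ± 11.4 and 57.0 ± 21.1.

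Many genes of meiotic prophase rose. Of 36 tested, 27 rose, 0 fell and 9 were not called, and 29 rose when adjusted over the list alone, against 17 with small RNAs removed and 35 with equal totals. Hormad1, a protein of unsynapsed chromosome axes, rose from 37.0 ± 2.72 to 103.1 ± 12.8 FPKM (adjusted p = 1.60e-05), Sycp3, of the synaptonemal complex, from 106.3 ± 6.09 to 187.7 ± 21, and the recombinase Dmc1 from 12.9 ± 0.658 to 28.3 ± 5.94. The list's median change was 0.52, or 0.43 above all genes (camera adjusted p = 3.17e-06), and adjusted p = 0.231 with an estimated correlation. Spermatid genes were not called as a list (adjusted p = 0.113), although 5 of 8 rose and 0 fell, as they did adjusted over the list alone, but 3 rose after quantile normalization or with small RNAs removed. Among them Ldhc rose 5.26-fold, to 9.17 ± 2.45. In the piRNA and genome defence list, 7 of 25 rose, 3 fell and 15 were not called, the same adjusted over the list alone (adjusted p = 0.740), but 7 and 6 after median-ratio scaling, 4 and 7 with small RNAs removed and 18 and 0 with equal totals. Its median was -0.04 and its mean 0.10. Dnmt3l, a cofactor of DNA methylation in germ cells, rose 4.76-fold, from 1.35 ± 0.129 to 6.43 ± 0.732.

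All 12 tested genes of the Rhox list, from an X-linked homeobox cluster expressed in reproductive tissues, rose, over all genes and adjusted over the list alone. After median-ratio scaling, quantile normalization or small RNA removal 11 of them did. Rhox2a went from 7.82 ± 0.308 to 29.8 ± 2.99 FPKM and Rhox2h from 1.21 ± 0.171 to 7.94 ± 0.764, though reads shared between these near-copies leave single values uncertain. The median change was 1.39 above all genes, and the list gave the smallest p of all by camera (adjusted p = 4.53e-08), and adjusted p = 0.302 with an estimated correlation. Rhox5 is also in the Sertoli list, whose mean marker level differed by 0.49 between groups (exact permutation test, adjusted p = 0.171). Imprinted genes rose in 14 of 22 cases, fell in 1 and were not called in 7, and 15 rose and 1 fell adjusted over the list alone. Sgce rose 6.08-fold, the amino acid transporter Slc38a4 4.17-fold and the noncoding RNA Meg3 2.26-fold, from 5.35 ± 1.03 to 12.1 ± 0.495, though the most abundant Meg3 transcript entry was not called (adjusted p = 0.0946). The list's median was 0.82 above all genes, and the camera test gave adjusted p = 0.00167, and adjusted p = 0.370 with an estimated correlation.

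Genes of KDM1A partners and of the list for H3 lysine 4 methylation fell more often than they rose, except with equal totals. There 10 partners rose and 1 fell, against 9 and 0 in the H3 lysine 4 list. Among partners, 7 of 20 fell, 1 rose and 12 were not called, against 8 and 4 adjusted over the list alone. Rcor2, a CoREST subunit, fell from 37.0 ± 5.68 to 19.7 ± 3.6 FPKM, Snai1 from 7.02 ± 1.42 to 3.56 ± 0.410 and Hmg20b from 11.6 ± 0.632 to 6.19 ± 1.83, but its most abundant transcript entry alone had a log2 change of -0.06 (adjusted p = 0.881). Mta2 of the NuRD complex fell from 62.2 ± 2.69 to 45.1 ± 1.61, and Zmym3, Chd3 and Kdm1b fell 1.25-fold to 1.39-fold, all 4 with reversed sign with equal totals. Kdm1b lost its call without control replicate 1, control replicate 3 or knockout replicate 4 (adjusted p 0.0603 to 0.0611). It also lost its call with the replicate block (0.0523) and with the block and the length and GC correction (0.0592). Its most abundant transcript entry had a larger log2 change, -0.69 against -0.31, but was not called (0.107). Rcor2 and Chd3 lost their calls with the block and the length and GC correction (adjusted p = 0.0623 and 0.0778). With equal totals Rcor2, Snai1 and Hmg20b lost their calls (adjusted p = 0.496, 0.448 and 0.472). Chd4 was at 198.4, 168.8, 179.7 and 181.6 in the controls and 138.9, 159.9 and 160.0 in knockout replicates 2, 3 and 4, but was listed at 0 in knockout replicate 1. The partners list gave adjusted p = 0.0437 by camera and adjusted p = 0.430 with an estimated correlation. It was not called without control replicate 1 (0.0772), without knockout replicate 2 (0.108) or without genes with a failed 0 (0.0563). Its median was -0.21 relative to all genes, and with equal totals it was 0.58, or -0.15 relative to all genes.

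Of 21 tested genes in the list of H3 lysine 4 methyltransferases and demethylases, 8 fell, 2 rose and 11 were not called. The list also holds subunits of their complexes, among them the 2 that rose, Ash2l and Men1. Counts were the same adjusted over the list alone. After median-ratio scaling or quantile normalization 10 fell and 0 rose, and with small RNAs removed 11 and 0. Kmt2b, Kmt2d and Kmt2c, methyltransferases listed under the older names Wbp7, Mll2 and Mll3, fell 1.59-fold, 2.31-fold and 1.53-fold, and Kdm2b 1.42-fold (adjusted p = 0.00138 to 0.00671). For the most abundant transcript entry of each gene, Wbp7 (log2 change -0.39, adjusted p = 0.115), Mll3 (-0.12, 0.651) and Kdm2b (-0.27, 0.0898) were not called. With the replicate block and the length and GC correction Kdm2b was not called (log2 change -0.33, adjusted p = 0.108). With equal totals Wbp7, Mll3 and Kdm2b had the opposite sign and Mll2 lost its call (adjusted p = 0.0797). The list's median with equal totals was 0.45, or 0.28 under all genes. The list gave adjusted p = 0.00423 by camera and adjusted p = 0.302 with an estimated correlation. DNA methylation genes were not called as a list (adjusted p = 0.279), with 1 of 14 rising, Dnmt3l, and 0 falling, also adjusted over the list alone, but 2 falling after median-ratio scaling and 3 after quantile normalization, and 7 rising with equal totals. Tet3 was at 14.6 ± 3.67 and 9.14 ± 3.11 FPKM (adjusted p = 0.0767). It was called after quantile normalization (0.0444), without control replicate 4 (0.0487) or without knockout replicate 1 (0.0417).

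Mitosis genes fell in 4 of 24 cases and 20 were not called, with 3 falls adjusted over the list alone, but 8 fell after median-ratio scaling, 6 after quantile normalization or with small RNAs removed, and with equal totals 12 rose and 0 fell. Cenpf, a kinetochore protein, fell from 79.3 ± 2.89 to 54.9 ± 3.04 FPKM and Aurkb, a mitotic kinase, from 47.2 ± 4.71 to 37.7 ± 0.533, both with the opposite sign with equal totals. The list gave adjusted p = 0.0222 by camera and adjusted p = 0.820 with an estimated correlation. It was not called without control replicate 1 (0.0949), control replicate 4 (0.0576) or knockout replicate 2 (0.0630). Of its 4 falls, Bub1b lost its call without control replicate 1 (0.0573) or knockout replicate 3 (0.0522), and Ccnb1 lost its call without control replicates 1, 3 or 4 or knockout replicates 2, 3 or 4 (0.0707 to 0.118) and for its most abundant transcript entry (0.725). The list's median was -0.25 relative to all genes, and with equal totals it was 0.55, or -0.18 relative to all genes. In the DNA replication list 5 of 27 rose, 1 fell and 21 were not called, or 4 and 1 adjusted over the list alone (adjusted p = 0.693), but 2 and 4 with small RNAs removed and 26 and 0 with equal totals. Rrm2, of ribonucleotide reductase, rose from 28.4 ± 4.8 to 39.2 ± 2.13. It lost its call with small RNAs removed (log2 change 0.26, adjusted p = 0.244).

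Genes of oxidative phosphorylation rose in 13 of 49 cases, 0 fell and 36 were not called, the same adjusted over the list alone, but 19 and 0 after quantile normalization, 9 and 3 with small RNAs removed and 48 and 0 with equal totals. Ndufa1, an X-linked subunit of complex I, rose 2.24-fold, from 46.0 ± 3.26 to 103.0 ± 7 FPKM, and Uqcrc2 of complex III 1.41-fold. Uqcrc2 lost its call with small RNAs removed (log2 change 0.27, adjusted p = 0.0700). The list's median was 0.16 above all genes, and it gave adjusted p = 0.0415 by camera and adjusted p = 0.841 with an estimated correlation. It was not called without control replicate 1 (0.121), control replicate 2 (0.104) or knockout replicate 2 (0.358), the last of which held the highest values of Atp5f1 and Sdhd. In the glycolysis list 8 of 19 rose, 3 fell and 8 were not called, or 8 and 4 adjusted over the list alone (adjusted p = 0.693), but 6 and 7 after median-ratio scaling, 4 and 6 with small RNAs removed and 13 and 0 with equal totals. The glucose transporter Slc2a3 rose 3.44-fold, from 6.29 ± 0.158 to 21.6 ± 2.22, and Pfkp, a phosphofructokinase, 2.64-fold. Cytosolic ribosome genes were not called as a list (adjusted p = 0.693) and 34 of 35 were not called by limma, with 0 adjusted over the list alone, but 0 rose and 3 fell with small RNAs removed, 6 and 2 after quantile normalization and 34 and 0 with equal totals. Rpl10 rose 1.37-fold (adjusted p = 0.0151). It lost its call with small RNAs removed (0.0530), with the replicate block (0.0700) and with the block and the length and GC correction (0.0644). Rps4x, at 112.6 ± 21.1 and 159.6 ± 36.7, was called without control replicate 3 (0.0463) or knockout replicate 1 (0.0456). It was also called after quantile normalization (0.0110), with equal totals (1.56e-05) and among protein-coding genes alone (0.0442).

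Growth factor receptor and signalling genes fell in 8 of 24 cases, rose in 3 and were not called in 13, the same adjusted over the list alone, but with equal totals 9 rose and 0 fell. Igf1r, an insulin-like growth factor receptor, fell from 39.9 ± 1.93 to 23.6 ± 4.37 FPKM and Mtor from 41.8 ± 4.01 to 26.7 ± 2.72. With equal totals Igf1r lost its call (log2 change -0.05, adjusted p = 0.867) and Mtor had the opposite sign. Epha2 and Spry2 rose 1.68-fold and 2.12-fold. The list gave adjusted p = 0.0307 by camera and adjusted p = 0.506 with an estimated correlation. It was not called without control replicate 4 (0.0533) or after median-ratio scaling (0.0601). Its median was -0.31 relative to all genes, and with equal totals it was 0.46, or -0.26 relative to all genes.

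**Figure D4:**
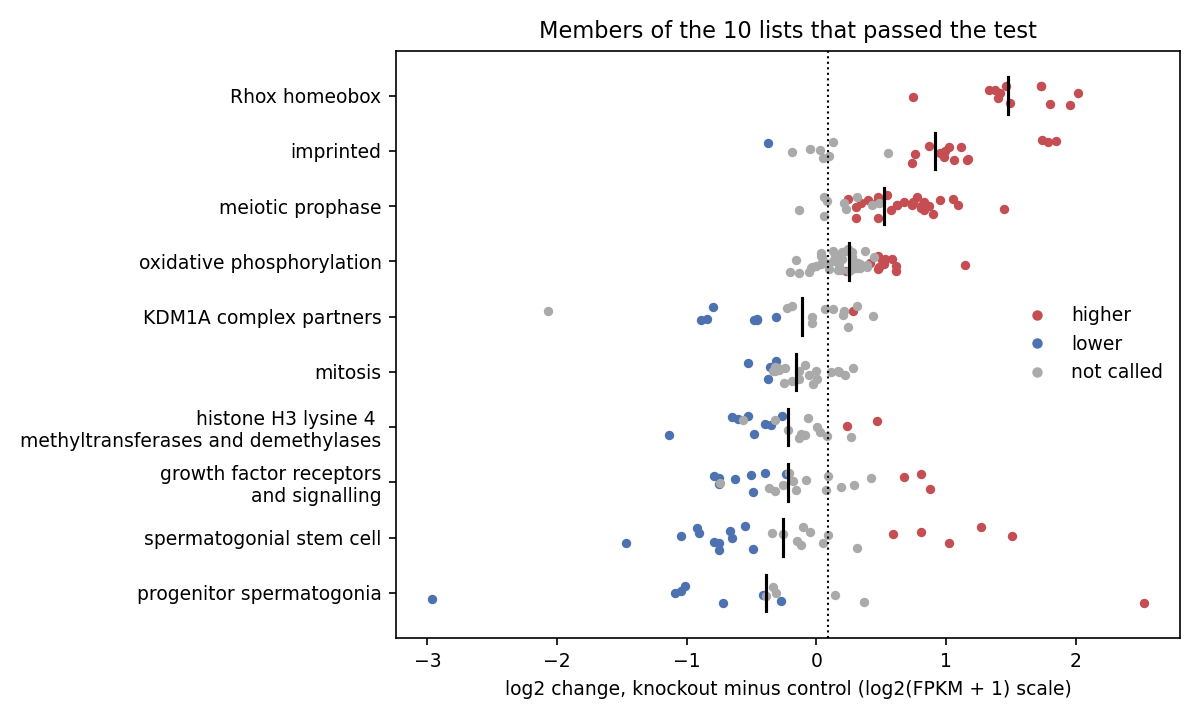
Log2 change of each tested member of the 10 lists that passed the camera test, with points for genes, vertical lines for list medians and a dotted line for the median of all genes. The median is 1.48 for the Rhox list and -0.39 for the progenitor list; with equal totals every list that lies below all genes keeps that side but has a median above 0.

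Other lists were not called by camera but held called members. Among interferon-stimulated genes 6 of 15 rose and 1 fell, but 4 and 2 after median-ratio scaling or with small RNAs removed and 13 and 1 with equal totals (adjusted p = 0.200), with Rsad2 rising 4.36-fold and Oasl2 falling 2.61-fold. Among neuronal genes 4 of 7 fell and 1 rose, but 0 and 3 with equal totals (adjusted p = 0.0994), with Rab3a, a synaptic vesicle GTPase, falling from 14.2 ± 2.26 to 5.76 ± 0.573 FPKM. Retinoic acid signalling genes rose in 4 and fell in 2 of 17 cases, but in 2 and 5 after quantile normalization, 2 and 3 after median-ratio scaling, 1 and 3 with small RNAs removed and 10 and 0 with equal totals (adjusted p = 0.693), with the receptor Rxra falling from 27.2 ± 1.96 to 13.4 ± 0.461. Gonocyte and pluripotency genes rose in 7 and fell in 3 of 14 cases, or 7 and 4 adjusted over the list alone and 9 and 0 with equal totals (adjusted p = 0.693), and Zfp42 rose 2.39-fold. Cell adhesion genes rose in 9 and fell in 2 of 23 cases, or 9 and 3 adjusted over the list alone, 9 and 4 after median-ratio scaling and 17 and 0 with equal totals (adjusted p = 0.468), and the desmosome gene Pkp2 rose 2.41-fold. Of 16 p53 target and apoptosis genes, 3 rose and 5 fell, but 10 and 0 with equal totals (adjusted p = 0.279), Cdkn1a rising 2.19-fold and Sesn2 falling 1.66-fold. Dissociation stress genes rose in 2 and fell in 4 of 20 cases, or 2 and 3 adjusted over the list alone and 15 and 1 with equal totals (adjusted p = 0.279), and Jund fell 2.25-fold. Counts of the interferon, neuronal, retinoic acid and p53 lists were the same adjusted over the list alone. The two-cell-like list had 1 tested member, Eif1a, which was not called, and the mitochondrially encoded list had 0.

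Markers of other testis cells were compared as mean levels per library, in a design where an adjusted p under 0.05 needs at least 4 of the 6 lists at the smallest exact p. The mean Sertoli level was 1.75 ± 0.359 in the controls and 2.24 ± 0.298 in the knockouts on the log2(FPKM + 1) scale (exact permutation test, adjusted p = 0.171), with control replicate 1 at 2.26. Leydig markers lay at 2.16 to 2.48 in the controls and 2.63 to 2.90 in the knockouts, and erythroid markers at 0.18 to 0.46 and 0.73 to 0.95, each without overlap and at the smallest exact permutation p of 0.0286 (adjusted p = 0.0857). The erythroid value rested on Alas2, at 0.289 ± 0.0109 and 1.65 ± 0.529 FPKM, since Hbb-b1, the other of its 2 genes, was at 0.268 ± 0.212 and 0.234 ± 0.194. Stroma, endothelial and leukocyte markers differed by 0.08, 0.13 and 0.20 (adjusted p = 0.83, 0.274 and 0.274). As gene lists, 3 of 19 Sertoli genes rose and 0 fell, or 16 and 0 with equal totals (adjusted p = 0.223), among them the protease Ctsl, from 65.0 ± 10.8 to 116.0 ± 18.7 FPKM, but without control replicate 1 (0.0154) or knockout replicate 2 (0.0470) the Sertoli list was called as higher. With all libraries and an estimated correlation it gave adjusted p = 0.841. Stroma genes rose in 1 and fell in 1 of 10 cases, or 6 and 0 with equal totals (adjusted p = 0.740), Postn rising 3.33-fold and Col1a1 falling from 28.7 ± 2.22 to 15.6 ± 0.285. Endothelial genes rose in 3 and fell in 1 of 8 cases, or 3 and 2 adjusted over the list alone, 2 and 2 after quantile normalization and 6 and 1 with equal totals (adjusted p = 0.693), Pecam1 and Tek rising 3.28-fold and 3.94-fold and Plvap falling. The Leydig list had 4 tested members, of which 2 rose, Scarb1 and Hsd17b3. Neither was called after median-ratio scaling, quantile normalization or small RNA removal, nor, for Scarb1, without control replicates 1, 3 or 4 or knockout replicates 3 or 4 (adjusted p 0.0653 to 0.0856) and, for Hsd17b3, without control replicates 2, 3 or 4 or knockout replicates 1, 3 or 4 (0.0541 to 0.113). The leukocyte list had 2 tested members, neither called, and the erythroid list 0; other counts were the same adjusted over the list alone.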

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

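The test of Sertoli cells on the second axis was chosen only after the result was seen. Values were compared within each group of 4 libraries, and a value was noted where its gap to the nearest other exceeded Dixon's 95% critical share of the group's range. This picked 24 of 268 groups, against 13.4 by chance, and 13 of the 24 lay in knockout replicate 2.

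In knockout replicate 2, 9 genes stood above the other 3 knockouts: Tspan8 at 25.6 FPKM, Rhox13 at 76.2, Hormad1 at 122.2, Fcer1g at 12.2, Rfc4 at 166.8, Atp5f1 at 220.1, Sdhd at 102.0, Rpl10 at 500.1 and Eif1a at 53.2. Flt1 at 2.74, Rcor2 at 14.3 and Zmym3 at 64.3 stood below them. The FPKM total without small RNAs was 624250 there, against 455890 to 483780 in the other knockouts. That total still held Gm22001, at 79928 FPKM there and 0 to 20889 in the other knockouts. The 10 largest entries took 23.2% of it, against 14.4% to 16.3% in the other knockouts. In knockout replicate 4, Rrm2 stood above the others at 42.4.

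Among the controls, Kdm1a was at 91.95 FPKM in replicate 3, against 48.1 to 54.0 in the others, and Spry2 was also high there at 3.97. Replicate 1 stood high for Tmsb4x at 5.34 and Mcm2 at 138.0. Replicate 2 stood low for Hormad1 at 32.9 and Pgk1 at 10.4, and high for Dmc1 at 13.9. Replicate 4 stood low for Kif26a at 16.8, and high for Tpi1 at 14.1 and Chga at 6.64.

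Knockout replicate 2 lay at -35.0 on the second component, on the side of control replicates 3 and 4 at -11.0 and -17.5. Across genes, weight on that component rose with transcript length (Spearman rho 0.401), which fits a technical difference linked to length. The weight fell with GC content (rho -0.317), and genes are not independent replicates. The largest single weights were those of Gm25472 (-0.241), Gm22001 (-0.177) and the microRNA gene Mir5133 (-0.101), each listed at 0 in some libraries. Chd4 (-0.064) and Galnt6 (0.055), which had a failed 0, also had large weights. How much such values add to the component was not tested. The Sertoli list's mean weight lay at percentile 100 of random lists, so a varying share of Sertoli cells may also contribute, but so did that of the stroma list, with imprinted genes at 99.86 and, on the other side, cytosolic ribosome at 0.01 and oxidative phosphorylation at 0. The sort would remove Sertoli cells; 19 of 24 markers passed the expression filter, and the most abundant were Ctsl at 65.0 ± 10.8 and 116.0 ± 18.7, Trf at 14.6 ± 6.88 and 13.1 ± 4.62 and Clu at 12.3 ± 8.58 and 21.4 ± 7.16 FPKM. A shift in the sorted germ cells cannot be told apart from these, since the stem cell list lay at percentile 0.53 but the differentiating list at 92.55, and no effect of the knockout was tested, as libraries of both groups lie on both sides.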

How the results depend on the processing

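Fits of transcript entries, of protein-coding genes, with 0 treated as missing, and of lists without X-linked genes or genes with a failed 0 were chosen after the result was seen. The fall of Kdm1a kept its direction and call under every alternative run, between -2.61 for transcript entries and -1.22 with equal totals. Of 3287 values of the 128 named genes under alternatives, 3150 kept direction and side of the threshold, 110 lost their call, 11 gained a call and 16 reversed. Except where a cause is given, the cause was not tested. With 4 libraries per group, simulated changes of 0.5 were recovered in 40% of cases, so small changes can be missed. Depth was lowest in knockout replicates 2 and 4, at 45150000 and 48250000 fragments.

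Rises numbered 2164 at a mean of at least 5 FPKM, where fewer genes were tested, 9551 with equal totals, 1785 with small RNAs removed, and 615 at a log2 change of at least 1. Falls numbered 2648 after quantile normalization, 152 with equal totals, 2763 with array weights and 155 at a log2 change of at least 1. Judged by their most abundant transcript entry, 992 genes fell, while 1579 of 26612 entries did. Leaving out each library gave 2621 to 3816 rises and 1165 to 2034 falls.

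With an estimated correlation each of the 10 lists lost its call: adjusted p was 0.231 for the progenitor and the meiotic list, 0.302 for the Rhox and the H3 lysine 4 list, 0.370 imprinted, 0.430 KDM1A partners, 0.506 growth factor, 0.689 stem cell, 0.820 mitosis and 0.841 oxidative phosphorylation. With fry, which does not compare a list with other genes, calls ended for the stem cell and mitosis lists (both 0.282), oxidative phosphorylation (0.151) and growth factor (0.0916), and were gained by spermatid (0.000878), glycolysis (0.00305), interferon (0.000803), neuronal (0.0121), gonocyte (0.000190) and cell adhesion (0.00929) lists. The differentiating list was down without a call by camera and up by fry (0.0246). On ranks the partners list gave 0.0740. The estimated correlation was -0.038 for the progenitor list and 0.82 for oxidative phosphorylation, against the preset 0.01. Loss of a call with an estimated correlation therefore does not by itself show that correlation between genes produced the call.

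The stem cell list lost its call at a mean of at least 5 FPKM (0.0525), after median-ratio scaling (0.0717), quantile normalization (0.116), small RNA removal (0.0944), the length and GC correction (0.145), that correction with the replicate block (0.103) and for transcript entries (0.0793). The growth factor list lost it after median-ratio scaling (0.0601), quantile normalization (0.0881), with equal totals (0.0930), small RNA removal (0.0919), the correction (0.145), the correction with the block (0.119) and for transcript entries (0.278). The partners list lost it after quantile normalization (0.139), with array weights (0.111), the replicate block (0.0656), the correction (0.149), both (0.166), without X-linked genes (0.112), without genes with a failed 0 (0.0563) and for transcript entries (0.135). Oxidative phosphorylation lost it without the filter (0.0588), with equal totals (0.0824), after small RNA removal (0.142), with array weights (0.407), the replicate block (0.0656), the correction (0.0872) and both (0.113). Mitosis lost it after quantile normalization (0.116), with equal totals (0.216) and for transcript entries (0.0793), and the H3 lysine 4 list for transcript entries (0.0604). The Sertoli list gained a call with equal totals (0.0114), after small RNA removal (0.0378) and with array weights (0.00874), and the spermatid list after small RNA removal (0.0378).

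Leaving out each library gave adjusted p of 0.00410 to 0.0912 for the stem cell list, 0.0263 to 0.108 for partners, 0.000758 to 0.0949 for mitosis, 0.00579 to 0.358 for oxidative phosphorylation, 0.00816 to 0.0533 for growth factor and 0.0154 to 0.438 for Sertoli.

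With equal totals, where the median of all genes was 0.72, 16 named genes that had fallen changed sign: Mta2 to 0.25, Wbp7 0.056, Kdm2b 0.23, Mll3 0.10, Cenpf 0.19, Aurkb 0.39, Bub1b 0.35, Ccnb1 0.35, Mcm2 0.44, Nefh 0.072, Chga 0.016, Rara 0.066, Mtor 0.075, Zmym3 0.24, Chd3 0.25 and Kdm1b 0.39. None of the 16 passed the threshold there. Another 17 named genes lost their calls there without a change of sign, among them Rxra, Rab3a, Col1a1, Sesn2 and Jund.

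The replicate numbers did not pair the samples: deviations of same-numbered libraries correlated at 0.224, -0.119, -0.133 and -0.093, and not every library correlated best with its own number. With the replicate block, 2983 genes rose and 1408 fell, or 3153 and 1367 with the length and GC correction. Among lists it changed only the calls of the partners and oxidative phosphorylation lists, given above, and Kdm1a stayed called (-1.92, adjusted p = 0.000917).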

Other observations

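The families by symbol, the X chromosome comparison and the test of female cells were chosen only after the result was seen. Genes were grouped by the stem of their symbol, and 393 families of at least 5 tested genes were compared with other genes by camera. Of these, 5 were called. The X-linked Magea genes, cancer-testis antigens, rose in 6 of 7 cases, with Magea8 going from 17.6 ± 0.933 to 60.6 ± 5.54 FPKM and Magea5 from 15.5 ± 1.80 to 48.7 ± 3.96 (adjusted p = 0.000145, and adjusted p = 0.909 with an estimated correlation), though shared reads leave single members uncertain. The X-linked Armcx genes, of mitochondrial armadillo repeat proteins, rose in 5 of 6 cases, with Armcx3 going from 1.60 ± 0.304 to 7.15 ± 1.66 (adjusted p = 0.0144, and adjusted p = 0.909 with an estimated correlation). Mitochondrial ribosomal Mrpl genes rose in 23 of 49 cases (adjusted p = 0.0101, and adjusted p = 0.984 with an estimated correlation). Kdm genes, of histone demethylases, fell in 9 of 16 cases, Kdm1a included, with Kdm4a going from 17.0 ± 1.66 to 8.06 ± 1.61 and Kdm4b from 5.80 ± 0.302 to 2.61 ± 0.545 (adjusted p = 0.00114, and adjusted p = 0.909 with an estimated correlation). The Rhox family rose in 23 of 23 cases (adjusted p = 1.02e-13, and adjusted p = 0.909 with an estimated correlation).

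Beside the rise of Xist, 2 of 4 broadly expressed Y-linked genes rose. Eif2s3y rose from 53.2 ± 2.05 to 70.5 ± 3.19 FPKM (adjusted p = 0.00175) and Ddx3y from 6.24 ± 0.878 to 9.69 ± 1.86 (adjusted p = 0.0170), while Uty was at 5.89 ± 0.311 and 6.31 ± 2.34 and Kdm5d at 5.50 ± 0.419 and 5.74 ± 1.44, neither called.

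X-linked genes rose more often than autosomal genes, 307 of 609 (50.4%) against 3073 of 12653 (24.3%), with falls in 26 (4.27%) against 1590 (12.6%). The difference in median log2 change was 0.28, and the real grouping gave the largest of 35 splits (exact p = 0.0286, the smallest possible). However, the largest of the other splits gave 0.22, and camera gave adjusted p = 0.455 with an estimated correlation. The share that rose exceeded the highest of 1000 autosomal draws matched on expression (30.9%), also without multicopy families (48.7% against 31.5%) and with the Sertoli marker level as a covariate (38.6% against 27.8%), which argues against expression level, shared reads and Sertoli cells as the whole cause. The median log2 change of 4 Y-linked genes was 0.21, against 0.09 for all genes, which argues against a large share of female cells in the knockout libraries. A small share would lower these genes too little to be seen, so the test cannot exclude it. The X share stayed above the autosomal share under every alternative run, from 31.5% against 12.5% with small RNAs removed to 85.9% against 70.2% with equal totals. An effect of the knockout on the X chromosome stays open as a hypothesis, and its mechanism was not tested.

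More genes rose than fell, 67.6% of calls. The share of rises was 51.8% after median-ratio scaling and 50.1% after quantile normalization, but both centre the changes and so decide nothing about scaling as the source, and without centring it was 42.4% with small RNAs removed and 98.4% with equal totals. Low expression alone does not account for it, since 62.8% of calls were rises among genes of at least 10 FPKM, nor do gene length and GC content, with 67.9% after the correction. After median-ratio scaling rises still made up 64.8% of calls at 1 to 2 FPKM and 33.5% at 50 FPKM or more. Scaling and a difference in total RNA per cell between the groups cannot be told apart, since no values analysed here measure RNA per cell.

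For the number of changed genes, 1 of the 35 splits of the 8 libraries, the real grouping, gave as many as 5052. The highest of the others gave 18. This argues against chance but cannot exclude it, since 1 of 35 is the smallest share possible. The other splits mix the groups, so the difference between groups widens their spread and lowers their counts. Chance cannot be excluded for the number of lists called: 6 of the 35 splits called at least the 10 of the real grouping, and the highest of the others called 11. By list, the splits with a p as small as the real one, itself included, numbered 1 of 35 for Rhox and 2 for imprinted. They numbered 4 for progenitor, 5 for meiotic prophase and for KDM1A partners, and 7 for the H3 lysine 4 list and for growth factor. They numbered 13 for stem cell, 18 for mitosis and 29 for oxidative phosphorylation genes. Another split gave the meiotic list an unadjusted p of 9.26e-09, against 2.34e-07 for the real grouping.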
